A study of Mus musculus with 32 samples. Its data were reported in "Neuronal activity rapidly reprograms dendritic translation via eIF4G2:uORF binding" (2024).

How the data were processed

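The samples were RNA libraries from primary mouse cortical neurons expressing TurboID-PSD95 or Pan-TurboID. Per the labels, cycloheximide was given for 2 minutes before 30 minutes of biotin labelling, and depolarized cultures were silenced for 2 hours with tetrodotoxin and DL-AP5, held in 55 mM KCl for 1 hour and rested for 30 minutes. Cells were crosslinked with UV pulses of 400 and 200 mJ/cm2, the input was 15% of each lysate, and about 100 ng of RNA entered a stranded library protocol with ribosomal RNA depletion. Groups were taken from the sample titles and the treatment field. The free-text descriptions number the replicates differently from the titles, and those of 8 libraries, all of replicate 2 by title, name the opposite state. The direction of change of 200 transcripts, chosen from the other replicates, was therefore checked. Replicate 2 moved with its titles in 76.5% to 86.5% of them, and the other replicates in 72% to 95.5%. The titles were kept, and the descriptions were tried as an alternative.

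The authors quantified reads with salmon against the mm10 UCSC knownGene transcripts, with 1 deposited file per library. The version and options of salmon were not given in the sources used here. The submitters' processing notes also name DESeq and limma. Each deposited file holds expected counts, in which reads that match several transcripts are split among them, and TPM values, which the authors' tool scaled to sum to 1000000 per library. Only the expected counts were tested, rounded to whole numbers, and transcript lengths were taken as deposited. Of 51884 transcripts, 8856 were above 0 somewhere and within 0.001 of a whole number in every library, so they shared no estimated fraction of reads with another transcript. The identifiers matched 0 entries of the gene name tables used here, so gene lists, cell type markers, UTR and GC comparisons and the selection of 1 transcript per gene were not run.

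Libraries of a group came from separate biological replicates by the study's methods, and samples of the same replicate were processed together there, so replicate number was used as a block. Residuals of libraries with the same number correlated with a mean r of 0.141 in the inputs and 0.117 in the pulldowns, against -0.044 and -0.035 for different numbers. As a check for a library deposited more than once, no 2 files were identical, and the smallest chi-square per degree of freedom over 48 pairs of replicates was 37.2.

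The main test was limma 3.58.1 (voomWithQualityWeights) in R 4.3.3, with TMM factors and the filterByExpr filter of edgeR 4.0.16, a model of group and replicate number, moderated statistics and Benjamini-Hochberg adjustment at 0.05. The filter, the quality weights, the adjustment and the terms for group and batch follow the study's methods. The highest quality weight among pulldowns was 2.30, for resting PSD95 of replicate 3, and among inputs 2.24, for depolarized Pan of replicate 4. Both libraries had few reads outside the most abundant transcripts. The pulldowns of replicate 2 had weights of 0.358 to 0.638. The test was also run without these weights. TMM factors, the adjusted p of 0.05 as a threshold and the use of every transcript model were chosen here, where the study kept the longest transcript of a gene and defined enrichment by the t-statistic. The pulldown comparisons were fitted on the 16 pulldown libraries, the input comparisons on the 16 inputs, and comparisons across fractions on all 32 libraries. There were 12 comparisons. Correlations and principal components used log2 CPM with a prior count of 2. Alternatives fixed before the data were examined were edgeR's quasi-likelihood test, DESeq2 1.42.0, RLE size factors, voom without quality weights, no filter, a mean CPM of at least 5, no replicate block, a lowess correction for length with a span of 0.3, the states named in the descriptions, all libraries in 1 model and leaving out each replicate. Other choices made after the data were seen are named as such in the closing section. The rule for named transcripts, fixed beforehand, took those with the smallest p among called transcripts with a mean log2 CPM of at least 1 and a log2 change of at least 0.5. Because the identifiers carry no gene names, it was limited to 2 in each direction per comparison.

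The tests were run on simulated counts made from the real means, library sizes and spread, with 200 changed transcripts. For the resting PSD95 to Pan pulldown comparison, with 30607 transcripts tested, the limma test recovered 0 of 100 transcripts changed 2-fold and 8 of 100 changed 4-fold, and called 1 unchanged transcript. edgeR recovered 0 and 4 and called 1 unchanged transcript. DESeq2 recovered 10 and 33 and called 318 unchanged transcripts. The median biological coefficient of variation was 0.907. The p-values of tests across transcripts measure the spread between these libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.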

Results

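Primary mouse cortical neurons were transduced with TurboID, an enzyme that attaches biotin to nearby proteins, either fused to PSD95, a scaffold protein of the postsynaptic density, or in a form that labelled proteins across the whole neuron (Pan). After UV crosslinking, RNA bound to biotinylated proteins was recovered on streptavidin beads (pulldown), and part of each lysate was kept as input. Neurons were either resting or depolarized with 55 mM KCl for 1 hour. The 2 states, 2 constructs and 2 fractions gave 8 groups with 4 libraries each, 32 in all. Each library held estimated read counts for 51884 transcript models, which the files identify by UCSC transcript identifiers without pairing them with gene symbols, so results are given per transcript. Totals ran from 2950000 to 19300000 counts per library (to 3 digits), and between 9773 and 31360 transcripts reached 10 counts.

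A single transcript, uc009sgd.1 (3881 nt), took between 2.08% and 84.8% of the reads of a library, with a median of 14.5%. Its share was 5.56% ± 2.69 (SD, n = 8) in the libraries of replicate 1, 14.3% ± 10.4 in replicate 2, 57.9% ± 16.9 in replicate 3 and 26.0% ± 27.1 in replicate 4. The transcripts uc012eno.1 (334 nt) and uc033jng.1 (123 nt) also averaged over 1% of reads. The reads left for all other transcripts ran from 613000 in the depolarized Pan input of replicate 4 to 17600000 in the resting Pan pulldown of replicate 4.

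**Figure D1:**
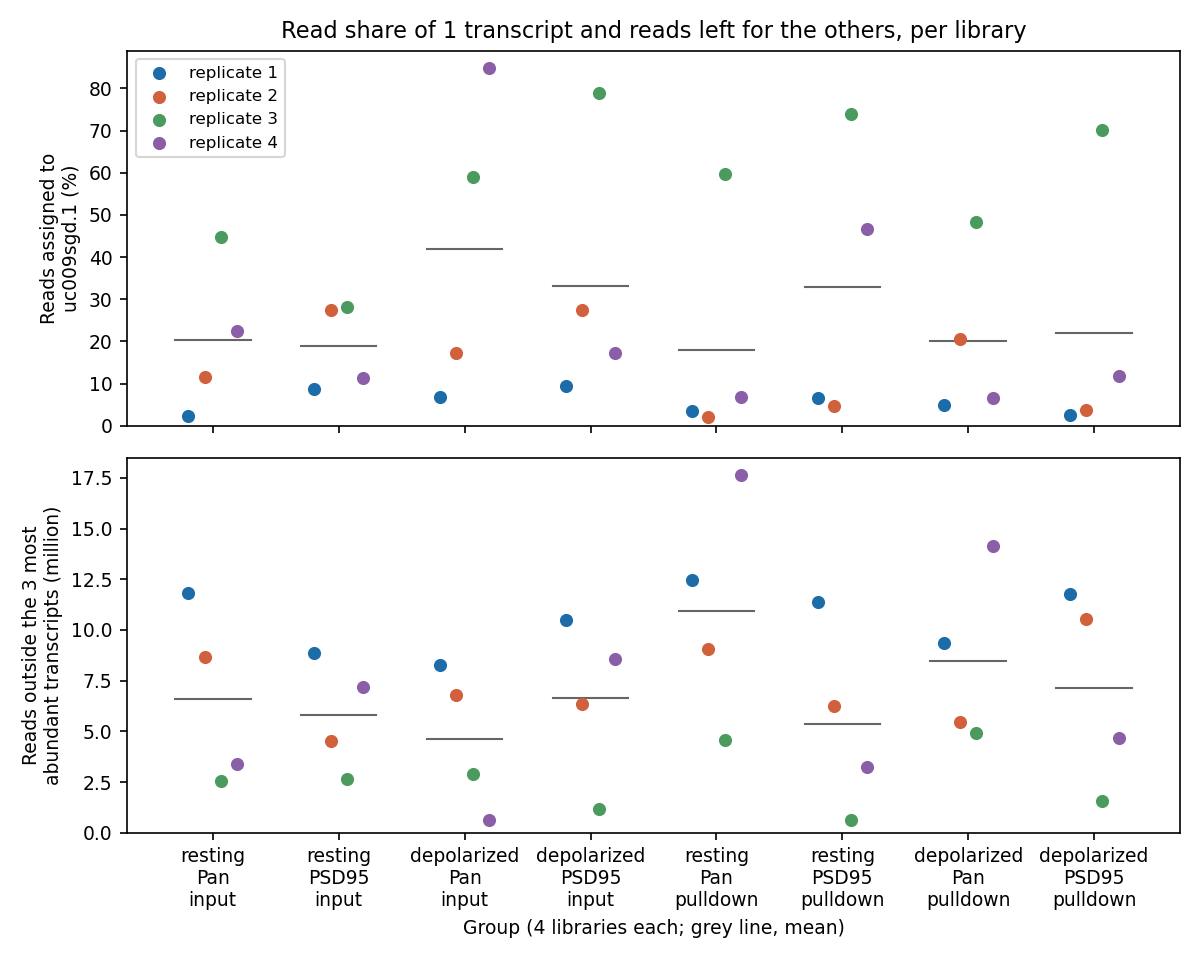
Percent of reads assigned to uc009sgd.1 (upper panel) and reads outside the 3 most abundant transcripts, in M reads (lower panel), for each of the 32 libraries, by group; points are libraries coloured by replicate number and grey lines are group means of 4 libraries. The libraries of replicate 3 reached 78.9% in the upper panel, and the highest value was 84.8% in the depolarized Pan input of replicate 4.

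The libraries differed both by replicate number and by state. In the inputs, the first principal component of the 500 most variable transcripts held 18.6% of the variance, of which replicate number accounted for 45.3% and state for 6.59%. In the pulldowns, replicate number accounted for 50.0% of the first component and 86.1% of the second, and state for 52.1% of the third, which held 11.1% of the variance. Among the 7288 pulldown transcripts with a mean count of at least 200 over all libraries, state accounted for a mean of 16.7% of the variance, construct for 6.06% and replicate number for 30.4%. If no other factor took variance, chance would give 6.67% for state or construct and 20% for replicate number. Replicate number and state leave less variance for construct, so its 6.06% is not shown to lie below chance.

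The first question of the design was which transcripts were enriched near PSD95, taken as dendritic enrichment, in resting neurons. In the pulldowns, uc007jtp.2 (3326 nt) was higher with PSD95 than with Pan, at 1527 CPM ± 504 (SD, n = 4) against 128 ± 35.6, a log2 difference of 3.44 ± 0.42 (SE) with a limma adjusted p of 0.0328 and the same direction in 4 of 4 replicates. The same transcript was also higher with PSD95 in the resting inputs, at 1220 CPM ± 285 against 177 ± 48.3. Its difference is therefore not shown to be specific to the pulldown. The study's TurboID-PSD95 construct carried PSD95 coding sequence and UTRs. Whether reads from the construct were counted under this transcript was not tested, since the identifiers carry no gene names. The other called transcripts, named after their values were seen because their changes were under the size set beforehand, were uc012eno.1, higher by 0.39 ± 0.04 on the log2 scale, and uc007osq.2, which fell by 0.43 ± 0.05. These 3 transcripts were all that passed an adjusted p of 0.05 among 32553 tested with limma, with 3159 at an unadjusted p under 0.05. edgeR called 1 transcript and DESeq2 called 516. At the study's threshold, a t-statistic above 1, 6281 transcripts were counted as enriched and 7781 lay below the opposite threshold. With limma, 0 were called without replicate 1, without replicate 2 or without the replicate block, 5 without replicate 3 and 1 without replicate 4, and 3989 were past the t threshold without replicate 1.

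In depolarized neurons most transcripts called by limma were lower in PSD95 than in Pan pulldowns, while DESeq2 split its calls into 315 higher and 311 lower. Of 42 called by limma among 32553 tested, 6 were higher, with a median length of 4053 nt, and 36 were lower, with a median length of 941 nt, against a median of 2811 nt for all tested. The higher ones included uc007pau.3 (11472 nt), by 0.52 ± 0.06 (SE) on the log2 scale with a limma adjusted p of 0.00785, and uc029uri.1 (3554 nt), by 0.59 ± 0.10 with a limma adjusted p of 0.0467. The lower ones included uc008cal.1 (524 nt), with 84.7 CPM ± 26.6 (SD, n = 4) with PSD95 against 165 ± 57.5 with Pan, and uc007hnk.2 (449 nt), with 130.5 CPM ± 28.9 against 243 ± 89.5. All 4 kept their direction in 4 of 4 replicates. At an unadjusted p under 0.05 there were 3590 transcripts, edgeR called 1 transcript and DESeq2 called 626. At a t-statistic above 1, 8262 transcripts were counted as enriched and 6245 lay below the opposite threshold. With limma, 0 were called without replicate 1, 2 or 3 and without the replicate block, and 8 without replicate 4, while 4271 were past the t threshold without replicate 1.

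The change of enrichment with depolarization was tested as the difference between the 2 states. Higher enrichment after depolarization was called for uc008gfj.2 (6982 nt; 0.63 ± 0.06 (SE) on the log2 scale, limma adjusted p of 0.0118) and uc007pau.3 (0.63 ± 0.08, limma adjusted p of 0.0395). Enrichment fell by 0.69 ± 0.09 for uc009ozx.3 (2104 nt) and by 0.53 ± 0.07 for uc008cqz.1 (2507 nt), both at a limma adjusted p of 0.0395. The last moved in this direction in 3 of 4 replicates and the others in 4 of 4. From rest to depolarization, mean CPM with PSD95 against Pan moved the same way in the inputs. It went from 2274 against 2388 to 2525 against 1826 for uc008gfj.2, and from 837 against 967 to 927 against 717.5 for uc007pau.3. For uc009ozx.3 it went from 1309 against 1114 to 1260 against 1315, and for uc008cqz.1 from 867.7 against 803.5 to 1130 against 1160. These changes are therefore not shown to be specific to the pulldown. In all, 3 transcripts rose and 4 fell among 32553 tested, with 3849 at an unadjusted p under 0.05, 0 called by edgeR and 765 called by DESeq2. At the study's stricter t-statistic threshold for this change, 6697 transcripts were counted as more enriched and 4846 as less enriched. Without replicate 1, 2 or 3 and without the replicate block limma called 0, and without replicate 4 it called 3, while 3022 were past the t threshold without replicate 1. The 4 named transcripts kept their direction in every alternative. Their log2 values ran from 0.33 to 0.708 for uc008gfj.2, 0.397 to 0.719 for uc007pau.3, -1.026 to -0.464 for uc009ozx.3 and -0.891 to -0.434 for uc008cqz.1. The enrichments in the 2 states were uncorrelated across the 32553 transcripts (Pearson r = -0.001), where transcripts are not independent replicates.

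Over all tested transcripts the Spearman correlation of enrichment with transcript length was weak in both states, -0.044 at rest and 0.045 after depolarization. Over the 4 replicates the depolarized correlation was 0.030 ± 0.028 (SD, n = 4), positive in 4 of 4, with an exact two-sided sign-flip p of 0.125, the smallest that 4 replicates allow. It was 0.015 without replicate 1. Among the 7288 transcripts with a mean count of at least 200, a set chosen after the data were seen, the correlation after depolarization was 0.245, and 0.149 ± 0.090 per replicate. The resting one was -0.064, and -0.037 ± 0.051 per replicate. Length classes of this set were compared by their median log2 ratio of PSD95 over Pan, minus the median of the whole set in the same replicate. For the 310 transcripts under 1000 nt this value was -0.34 ± 0.12 (SD, n = 4) after depolarization and 0.03 ± 0.13 at rest. For the 618 transcripts of 8000 nt or more it was 0.10 ± 0.10 after depolarization and -0.04 ± 0.05 at rest. The values for short transcripts after depolarization were below 0 in each replicate, at -0.43, -0.45, -0.30 and -0.18.

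**Figure D2:**
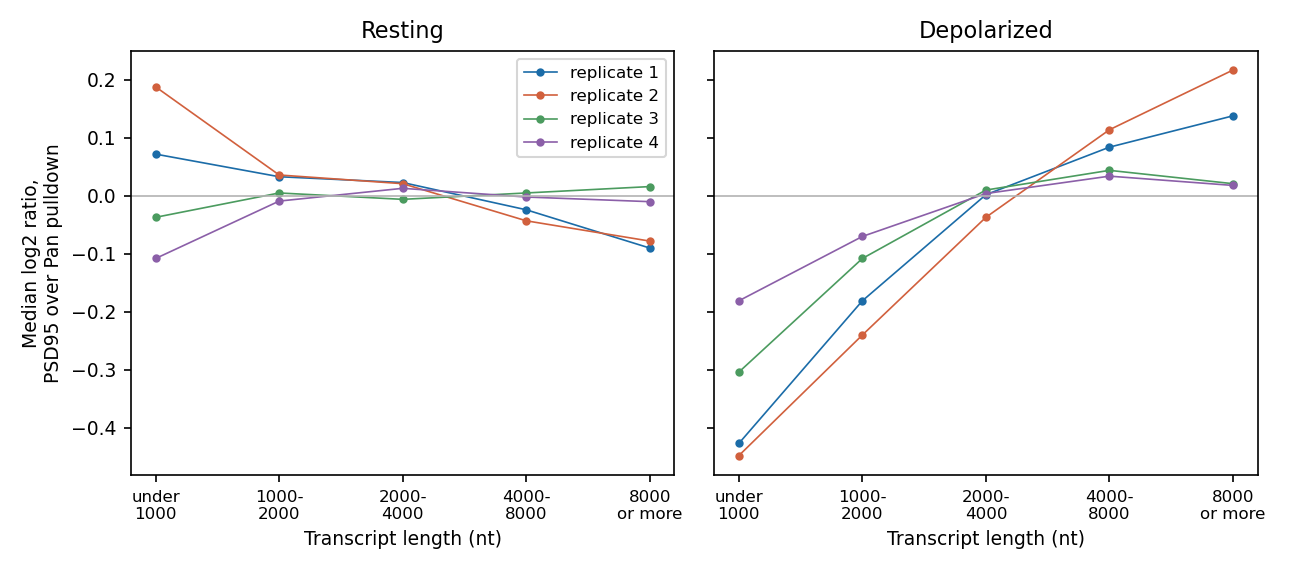
Median log2 ratio of PSD95 over Pan pulldown (vertical axis) by transcript length in nt (horizontal axis, 5 classes) for the 7288 transcripts with a mean count of at least 200, in resting (left) and depolarized (right) neurons. Each line is 1 replicate, and its values are set against the median of all 7288 transcripts in that replicate. After depolarization the class under 1000 nt lay between -0.45 and -0.18 in the 4 replicates, and at rest between -0.11 and 0.19.

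The inputs gave the background of the construct comparison, since they were taken before the pulldown. At rest, 9 transcripts were higher and 1 was lower with PSD95 among 27887 tested with limma. They included uc007jtp.2, higher by 2.88 ± 0.36 (SE) on the log2 scale with a limma adjusted p of 0.0247. After depolarization 2 were higher and 8 were lower, including uc009iup.1 (630 nt), higher by 2.31 ± 0.16 on the log2 scale and in 3 of 4 replicates, with levels that ran from 0 to 2191 CPM in the 4 PSD95 libraries. At an unadjusted p under 0.05 there were 1721 transcripts at rest and 2780 after depolarization. edgeR called 0 in either state. DESeq2 called 329 at rest, 186 higher and 143 lower, and 528 after depolarization, 356 higher and 172 lower, the other way from limma's. Among abundant transcripts the correlation of the PSD95 to Pan ratio with length was 0.194 in the depolarized inputs (0.091 ± 0.043 per replicate, SD, n = 4) and -0.079 in the resting inputs. Without replicates 1 to 4 in turn, limma called 2, 1, 0 and 4 transcripts at rest and 2, 3, 4 and 28 after depolarization, and without the replicate block it called 0 in either state.

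Depolarization changed many transcripts in each fraction. In the inputs, uc007mqv.1 (5284 nt) rose from 27.4 CPM ± 6.69 to 125 ± 27.7 (SD, n = 4) in the Pan libraries and from 27.5 ± 6.85 to 117 ± 21.3 in the PSD95 libraries, a log2 change of 2.11 ± 0.11 (SE). The transcript uc007msi.2 (1908 nt) rose by 0.74 ± 0.03. uc008thw.1 (3354 nt) fell by 0.90 ± 0.05 and uc009plj.1 (6364 nt) fell by 1.24 ± 0.07, and these 4 moved the same way in 4 of 4 replicates with limma adjusted p-values up to 2.7e-06. In all, 961 transcripts rose and 765 fell among 27887 tested. Transcripts that rose had a median length of 2789 nt and those that fell 4620 nt. edgeR called 349, and without replicates 1 to 4 in turn limma called 82, 778, 620 and 627.

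In the Pan pulldowns 1075 transcripts rose and 943 fell with depolarization, and in the PSD95 pulldowns 1266 rose and 1324 fell, among 32553 tested with limma. uc007mqv.1 rose in both, by 1.92 ± 0.13 (SE) on the log2 scale with Pan and by 1.89 ± 0.15 with PSD95. uc008ezn.1 (10480 nt) fell in both, by 1.66 ± 0.11 and by 1.59 ± 0.10. The 2 constructs shared 482 rising transcripts, where independent lists of these sizes would share 41.8, and 498 falling ones, where they would share 38.4. Another 13 were called in opposite directions. The log2 changes correlated across transcripts with Pearson r = 0.25. The inputs and the Pan pulldowns shared 474 rising and 374 falling transcripts, against 30.1 and 25.5 for independent lists, and the inputs and the PSD95 pulldowns shared 331 and 383, against 37.7 and 36.8, with 6 more called in opposite directions. Inputs and pulldowns came from the same lysates, so these lists are not independent even without a change. Length classes of abundant transcripts were again set against the median of all abundant transcripts in the same replicate. In the Pan pulldowns the class under 1000 nt changed by 0.45 ± 0.23 (SD, n = 4) on the log2 scale. The class of 8000 nt or more changed by -0.18 ± 0.11. In the PSD95 pulldowns the same classes changed by 0.11 ± 0.10 and -0.04 ± 0.05. edgeR called 141 transcripts with Pan and 178 with PSD95. Without replicates 1 to 4 in turn, limma called 13, 773, 1130 and 276 with Pan, and 1, 631, 2005 and 707 with PSD95. The even split with PSD95 moved towards falling transcripts in some settings, to 219 and 412 without replicate 2, 700 and 1305 without replicate 3, 223 and 484 without replicate 4, and 702 and 1274 without the 6 libraries in which uc009sgd.1 took over 50% of reads, a setting chosen after the data were seen. It moved towards rising ones in others, to 1506 and 1172 with DESeq2, 1549 and 1344 with a mean CPM of at least 5, and 307 and 235 without the replicate block.

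The pulldown itself was examined by comparing it with its input over both states. uc008gfj.2 was higher in the pulldown by 1.08 ± 0.06 (SE) on the log2 scale with Pan and by 1.08 ± 0.04 with PSD95, and uc008nqd.1 (5864 nt) by 1.18 ± 0.09 and 1.15 ± 0.07. uc007xok.1 (1591 nt) was lower with Pan (a log2 difference of -0.96 ± 0.02) and uc007pbo.1 (14398 nt) was lower with PSD95 (-0.84 ± 0.04). Among 34696 tested with limma, 3461 were higher and 2859 lower in the pulldown with Pan, and 3583 were higher and 3482 lower with PSD95. The 2 constructs shared 1994 higher and 2149 lower transcripts, against 357 and 287 for independent lists, with 8 more called in opposite directions. edgeR called 2618 with Pan and 3257 with PSD95. The split depended on scaling, with 4767 higher and 2235 lower for PSD95 with RLE factors. For PSD95 it went the other way with edgeR, at 1192 and 2065, and without replicate 1, at 884 and 1325. After a correction for length it turned to 1563 higher and 5840 lower with Pan and 2563 and 4824 with PSD95. That correction also moved the median log2 difference of all transcripts, from 0.088 to -0.306 with Pan and from 0.133 to -0.018 with PSD95. The turn can therefore not be read apart from this shift of all transcripts. Without replicate 1 the counts were 1530 with Pan and 2209 with PSD95, without replicate 3 the Pan count was 3492, and without replicate 4 the PSD95 count was 4460.

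When each pulldown was corrected for its own input, 2 transcripts were called at rest and 0 after depolarization by limma among 34696 tested, with 2104 and 2249 at an unadjusted p under 0.05. The smallest adjusted p after depolarization was 0.0761 by limma. edgeR called 0 and 1, and DESeq2 called 498 and 561. One of the resting calls, uc008gfj.2, named after its values were seen, had a log2 difference of 0.37 ± 0.05 (SE) that was positive in 1 of 4 replicates, and it was below 0 with edgeR and DESeq2. The other, uc012bwg.2 (4402 nt), had a limma adjusted p of 0.0454 and low levels, with 14.4 CPM ± 3.76 (SD, n = 4) in the PSD95 pulldowns against 2.71 ± 2.53 in their inputs, and 5.22 ± 10.4 in the Pan pulldowns against 17.3 ± 6.75 in theirs. Without replicates 1 to 4 in turn, limma called 0, 1, 0 and 2 at rest and 4, 2, 0 and 3 after depolarization.

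The log2 ratios of single transcripts repeated between replicates to different degrees. Among the abundant transcripts, the log2 ratios of PSD95 over Pan pulldown correlated between pairs of replicates with a mean r of 0.049 at rest and -0.001 after depolarization. For depolarization in the inputs the mean r was 0.14, and for pulldown over input it was 0.227 with Pan and 0.247 with PSD95. The 1105 of these transcripts with whole-number counts in every library, a set chosen after the data were seen, reached 0.137 and 0.153 for the enrichments, 0.551 for depolarization in the inputs, and 0.631 and 0.665 for pulldown over input.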

Values the study reported

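The study reported 2,788 transcripts enriched in resting dendrites and 3,727 enriched in depolarized dendrites. Enrichment was defined there by a t-statistic above 1 in either state, with 1 transcript kept for each gene.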

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

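The tests of replicate number, depolarization and pulldown as sources of the uc009sgd.1 share were chosen after that share was seen, and the test of the t threshold for the change in other arrangements after its result. Of 88 groups of 4 libraries examined (11 measures in 8 groups), 6 held a library whose gap to the nearest of the others exceeded Dixon's 95% critical value as a share of the group's range, where chance gives about 4.4.

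In the resting Pan pulldowns uc009sgd.1 took 59.8% of reads in replicate 3 and 2.08% to 6.90% in the others, and in the depolarized PSD95 pulldowns 70.2% in replicate 3 and 2.45% to 11.8% in the others. Replicate number accounted for 61.8% of the variance of the log10 share, where shuffled numbers gave a mean of 9.7% (permutation p = 1e-05, the smallest that 100000 shuffles can give). Of the 9 libraries above 40%, 4 were resting and 4 were inputs, which argues against depolarization or the pulldown as the only source of high shares. A difference between replicate batches may account for much of the variation, and which step differed was not tested. The share was higher after depolarization, by 0.118 ± 0.107 (SD) on the log10 scale, and with PSD95 than with Pan, by 0.071 ± 0.066, each in 4 of 4 replicates (exact sign-flip p = 0.125 for both, the smallest possible), so an effect of either on top of the batch stays open. Pulldown minus input was -0.233 ± 0.281, above 0 in 1 of 4 replicates (exact sign-flip p = 0.25). An effect of the pulldown on top of the batch stays open as well.

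The read-weighted transcript length of the resting Pan pulldown of replicate 3 was 4177 nt, against 4936 to 5013 nt in the other 3. The level of uc007pau.3 was 10.6 log2 CPM in the depolarized Pan pulldown of replicate 2, against 11.1 to 11.2 in the others, and 11.8 in the depolarized PSD95 pulldown of replicate 1, against 11.2 to 11.3. The level of uc007mqv.1 was 5.28 log2 CPM in the resting PSD95 input of replicate 1, against 4.62 to 4.71.

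The PSD95 to Pan difference changed with depolarization for 7 transcripts by the test of the difference itself. When labels were exchanged within replicates in 39 other ways, 6 of the 40 arrangements, the real one included, called at least 7 transcripts and the highest other called 93. Such exchanges can add the PSD95 to Pan differences of the 2 states instead of subtracting them. They therefore do not decide on chance for this contrast, and chance stays open. The median of the others was 0, and the source of a count as high as 93 was not tested. Leaving out replicate 1, 2 or 3 gave 0 called transcripts with limma, with 3849 at an unadjusted p under 0.05 in all libraries, 0 called by edgeR and 765 by DESeq2. The transcripts named above for the change kept their direction in every alternative. For the 6697 transcripts past the study's t threshold for the change, 8 of 40 arrangements gave as many in either direction, with up to 7824 in another. For the same reason these arrangements leave chance open here too.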

How the results depend on the processing

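The tests in this part chosen after the data were seen were those without the 3 dominant transcripts, with whole-number transcripts only, without the 6 libraries in which uc009sgd.1 took over 50% of reads, with abundant transcripts only, and the length correlation with no replicate block. Of 289 values of counts and correlations under alternatives, 126 stayed close to the reported value (counts within 1.5 times, correlations within 1 SD of the replicates) and 163 did not. Below, KCl stands for depolarization, and rest, depolarized and change are the PSD95 to Pan pulldown comparisons. The cause of each difference was not tested, except that settings with fewer transcripts or libraries tested fewer of them.

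With edgeR's quasi-likelihood test, the called transcripts numbered 1 (rest), 1 (depolarized), 0 (change), 0 (resting inputs), 0 (depolarized inputs), 349 (KCl in inputs), 141 (KCl in Pan pulldowns), 178 (KCl in PSD95 pulldowns), 2618 (Pan pulldown over input), 3257 (PSD95 pulldown over input), 0 (input-corrected rest) and 1 (input-corrected depolarized). The transcripts past the t threshold numbered 3155 (rest) and 5133 (depolarized). With the DESeq2 Wald test, the called transcripts numbered 516 (rest), 626 (depolarized), 765 (change), 329 (resting inputs), 528 (depolarized inputs), 498 (input-corrected rest) and 561 (input-corrected depolarized). With RLE size factors, the called transcripts numbered 78 (depolarized), 33 (change), 38 (depolarized inputs) and 1 (input-corrected depolarized). With voom without quality weights, the called transcripts numbered 21 (depolarized), 0 (change), 76 (depolarized inputs), 1587 (KCl in PSD95 pulldowns) and 1 (input-corrected rest). Without a filter on low counts, the called transcripts numbered 46 (rest), 198 (depolarized), 98 (change), 116 (resting inputs), 408 (depolarized inputs), 17 (input-corrected rest) and 29 (input-corrected depolarized). The transcripts past the t threshold numbered 14732 (rest). With a mean CPM of at least 5, the called transcripts numbered 9 (rest), 7 (depolarized), 0 (change), 0 (resting inputs) and 0 (input-corrected rest). The transcripts past the t threshold numbered 3823 (rest), 4834 (depolarized) and 3911 (change). The length correlation was 0.119 (depolarized) and 0.108 (change). With no replicate block, the called transcripts numbered 0 (rest), 0 (depolarized), 0 (change), 0 (resting inputs), 0 (depolarized inputs), 699 (KCl in inputs), 1008 (KCl in Pan pulldowns), 542 (KCl in PSD95 pulldowns), 3806 (Pan pulldown over input) and 0 (input-corrected rest). The transcripts past the t threshold numbered 4127 (rest). With the replicate block and a length correction, the called transcripts numbered 7 (depolarized), 70 (change), 93 (depolarized inputs), 1088 (KCl in inputs), 1162 (KCl in Pan pulldowns) and 0 (input-corrected rest). With the states of replicate 2 taken from the descriptions, the called transcripts numbered 0 (depolarized), 2 (change), 0 (resting inputs), 8 (KCl in inputs), 1 (KCl in Pan pulldowns), 0 (KCl in PSD95 pulldowns) and 1 (input-corrected depolarized). With all 32 libraries in 1 model, the called transcripts numbered 27 (rest), 249 (depolarized), 147 (change) and 29 (depolarized inputs). Without the 3 dominant transcripts, the called transcripts numbered 1 (rest), 92 (depolarized), 17 (change), 6 (resting inputs), 26 (depolarized inputs) and 1 (input-corrected depolarized). With whole-number transcripts only, the called transcripts numbered 19 (rest), 32 (change), 4 (depolarized inputs), 885 (KCl in inputs), 1053 (KCl in Pan pulldowns), 1186 (KCl in PSD95 pulldowns), 1109 (Pan pulldown over input), 1562 (PSD95 pulldown over input), 0 (input-corrected rest) and 1 (input-corrected depolarized). The transcripts past the t threshold numbered 939 (rest), 951 (depolarized) and 676 (change). The length correlation was 0.017 (rest) and 0.01 (change). Without the 6 dominated libraries, the called transcripts numbered 5 (rest), 0 (depolarized), 0 (change), 6 (depolarized inputs), 376 (KCl in inputs), 1121 (KCl in Pan pulldowns), 3843 (Pan pulldown over input), 1 (input-corrected rest) and 5 (input-corrected depolarized). The correlation between states was -0.087. With input-corrected log2 fold changes, the length correlation was -0.022 (depolarized) and 0.009 (change). The correlation between states was 0.08. With abundant transcripts only, the length correlation was -0.064 (rest), 0.245 (depolarized) and 0.215 (change). The correlation between states was -0.085. With each replicate left out in turn, the called transcripts numbered 0 to 5 (rest), 0 to 8 (depolarized), 0 to 3 (change), 0 to 4 (resting inputs), 2 to 28 (depolarized inputs), 82 to 778 (KCl in inputs), 13 to 1130 (KCl in Pan pulldowns), 1 to 2005 (KCl in PSD95 pulldowns), 1530 to 4928 (Pan pulldown over input), 2209 to 5507 (PSD95 pulldown over input), 0 to 2 (input-corrected rest) and 0 to 4 (input-corrected depolarized). The transcripts past the t threshold then numbered 3989 to 7021 (rest), 4271 to 8791 (depolarized) and 3022 to 7315 (change), the length correlation was -0.051 to -0.022 (rest), 0.015 to 0.048 (depolarized) and 0.028 to 0.066 (change), and the correlation between states was -0.089 to 0.071. The setting with no replicate block left the other counts within 1.5 times of the reported ones. Beside the 0 counts from tests, between 233 and 4591 transcripts had an unadjusted p under 0.05.

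The length correction moved the median log2 difference of all transcripts from -0.043 to 0.192 at rest and from 0.12 to -0.202 for the change. For pulldown over input it moved from 0.088 to -0.306 with Pan and from 0.133 to -0.018 with PSD95, where RLE factors gave 0.325. It moved from 0.081 to -0.219 for KCl in PSD95 pulldowns and from 0.054 to -0.193 for the depolarized inputs. The splits of these comparisons with the length correction cannot be read apart from such shifts. The split of calls into higher and lower also moved in some comparisons. With RLE factors, which change the scaling alone, it went from 3583 and 3482 to 4767 and 2235 for PSD95 pulldown over input, from 3 and 4 to 8 and 25 for the change, from 2 and 8 to 3 and 35 for the depolarized inputs and from 2 and 0 to 2 and 1 for the input-corrected resting comparison. It stayed within 10 points for the depolarized pulldowns (6 and 36, then 12 and 66) and the resting inputs (9 and 1, then 9 and 0). With the length correction it was 2563 and 4824 for PSD95 pulldown over input, 1563 and 5840 for Pan pulldown over input (3461 and 2859 as reported), 611 and 2568 for KCl in PSD95 pulldowns (1266 and 1324 as reported), 725 and 363 for KCl in inputs (961 and 765 as reported), 4 and 66 for the change, 2 and 0 at rest (2 and 1 as reported), 0 and 7 for the depolarized pulldowns and 3 and 90 for the depolarized inputs. With DESeq2, which changes the test and the scaling together, it was 4250 and 2153 for PSD95 and 4395 and 1980 for Pan pulldown over input, 180 and 336 at rest, 315 and 311 for the depolarized pulldowns, 448 and 317 for the change, 186 and 143 for the resting inputs, 356 and 172 for the depolarized inputs and 206 and 292 for the input-corrected resting comparison.

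Of 737 log2 changes of named transcripts under alternatives, 722 kept their direction, 199 of them no longer past the threshold and 13 newly past it. The 15 that reversed belonged to 3 transcripts. uc033jng.1, called lower with PSD95 in resting inputs, was at 0.29 with edgeR, 0.30 with DESeq2, 0.25 without quality weights, 0.012 without a filter and 0.23 with all libraries in 1 model. uc029six.1, called lower in depolarized inputs, was at 0.067 without a filter and ran from -1.35 to 0.15 with 1 replicate left out, above 0 without replicate 1. In the input-corrected depolarized comparison, where it was not called (-1.06), it was at 0.433 with RLE factors. uc008gfj.2, called higher in the input-corrected resting comparison, was at -0.14 with edgeR, -0.04 with DESeq2, -0.092 with RLE factors, -0.43 without a filter, -0.14 with a mean CPM of at least 5, -0.057 with the length correction, and ran from -0.24 to 0.35 with 1 replicate left out, below 0 without replicate 1. The enrichment of uc007jtp.2 at rest ran from 3.17 to 3.92 and passed the threshold in 9 of 16 alternatives. Reads outside the 3 dominant transcripts were as few as 613000 in a depolarized Pan input and 632000 in a resting PSD95 pulldown, and how far depth limits these values was not tested.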

Other observations

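The tests of the inputs, the dominated libraries, unbound RNA and fragment size as explanations of the length trend, of shared reads, and of the t threshold in other splits were chosen after the results were seen; the splits for called transcripts and the test of low counts were not.

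The real counts were compared with those of other arrangements of the same libraries. The splits of 8 libraries into groups of 4 numbered 35, and for contrasts of more groups 40 exchanges within replicates were used, the real one included. A split and its mirror are 1 split, so a t threshold count in either direction was taken for the others. At rest, 5 of 35 splits called at least the 3 transcripts of the real PSD95 to Pan pulldown split, with up to 26 in another, and 28 of 35 put as many as 6281 past the t threshold, with up to 8310. Chance cannot be excluded for either. Among the 8 splits that, like the real one, part all 4 replicate pairs, the highest other called 3 and put 8310 past the threshold. After depolarization the real split called the most transcripts, 42 against at most 15 (1 of 35). Most of the 35 splits keep a replicate pair in 1 group while the model still holds a replicate term, so they are no like reference. The real split was also the highest of the 8 that part the pairs, where the highest other called 2. Since 8 are too few for a share under 0.05, chance is not excluded. For the 8262 past the t threshold chance cannot be excluded, since 5 of 35 splits put as many past it, with up to 8949, and 8767 among those that part the pairs. In the inputs, 2 of 35 splits called as many as 10 at rest, with 10 in another and at most 5 in one that parts the pairs, and 10 of 35 did so after depolarization, with up to 218, and 173 among those that part the pairs. Chance cannot be excluded for either. For depolarization the real split was the highest in each fraction, with 1726 in inputs against at most 441 (1 of 40), 2018 in Pan pulldowns against 567 (1 of 35; 548 among splits that part the pairs) and 2590 in PSD95 pulldowns against 1552 (1 of 35; also 1552 among those). For both pulldowns most of the 35 splits again keep a pair in 1 group, and the 8 that part the pairs are too few for a share under 0.05. These splits therefore do not exclude chance for either pulldown. For pulldown over input it was also the highest, 6320 against 3582 with Pan and 7065 against 5549 with PSD95 (1 of 40 each). For the input-corrected enrichment, 28 of 40 arrangements called at least 2 at rest, with up to 47. These exchanges can add the PSD95 to Pan differences of pulldowns and inputs instead of subtracting them. They therefore do not decide on chance, which stays open. After depolarization limma called 0, which all 40 arrangements reach by construction, so their number says nothing about chance, and the highest other called 462. That comparison had 2249 transcripts at an unadjusted p under 0.05, 1 called by edgeR and 561 by DESeq2. Counts several times the real one arose in arrangements that part the pairs, as in these comparisons and the depolarized inputs, and their source was not tested. Leaving out replicate 1, 2 or 3 ended the depolarized pulldown calls (0 by limma, with 3590 at an unadjusted p under 0.05 in all libraries, 1 called by edgeR and 626 by DESeq2), while the 4 transcripts named for it kept their direction in 16 of 16 alternatives, with log2 values of -0.996 to -0.728 for uc008cal.1, -1.149 to -0.629 for uc007hnk.2, 0.214 to 0.608 for uc007pau.3 and 0.388 to 0.658 for uc029uri.1. Leaving out replicate 1 left 4271 past its t threshold and 82, 13 and 1 depolarization calls in inputs, Pan pulldowns and PSD95 pulldowns.

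The class values that follow are again medians minus the median of all abundant transcripts in the same replicate. After depolarization the log2 ratio of PSD95 over Pan in the class under 1000 nt was -0.34 ± 0.12 (SD, n = 4) in the pulldowns. It was -0.095 ± 0.070 in the inputs and -0.213 ± 0.167 after input correction. The input-corrected values were -0.369 and -0.342 in replicates 1 and 2 and -0.041 and -0.100 in replicates 3 and 4. In the class of 8000 nt or more it was 0.099 ± 0.097 in the pulldowns, 0.117 ± 0.085 in the inputs and 0.005 ± 0.036 after input correction. With depolarization the class under 1000 nt changed by 0.453 ± 0.234 in the Pan pulldowns, by 0.110 ± 0.095 in the PSD95 pulldowns and by 0.110 ± 0.091 in the inputs, so most of the change of its ratio lay in the Pan pulldowns.

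In this set the pulldown ratio after depolarization rose with length (0.149 ± 0.090 per replicate, SD, n = 4). With the input ratio subtracted the correlation was 0.049 ± 0.065, and 0.191 ± 0.120 over the 1105 transcripts with whole-number counts, so the inputs may account for the long end of the trend and are argued against as the whole account of the short end (-0.213) and of the whole-number set. The 6 dominated libraries were not needed for it, since the lower of the values in replicates 1 and 2, which hold none of them, was 0.213. Regression on the resting pulldown over input profile, taken as a measure of unbound RNA, left 0.138 ± 0.091. That is above the bound of 0.1 set for it by less than its spread. The mean r with this profile was only 0.067, so the regression could change little and does not decide on unbound RNA. Fragment length differences over 16 PSD95 and Pan library pairs gave Pearson r = 0.290 (permutation p = 0.277) and Spearman rho = 0.219 (permutation p = 0.414), with r = 0.311 without the 2 farthest pairs; in the 8 pulldown pairs r was 0.438 (exact permutation p = 0.268; rho = 0.114, exact permutation p = 0.784) but -0.551 without the 2 farthest, and in the 8 input pairs 0.088 (exact permutation p = 0.828; rho = 0.048, exact permutation p = 0.935). PSD95 fragments were longer in all 4 depolarized pulldown pairs, by 7.68 ± 1.88 nt (SD), but resting pulldown pairs that differed by 10.6 and 9.4 nt had correlations of -0.063 and 0.006, and the depolarized input pair at -21.4 nt had 0.04, so these tests do not decide on fragment size, and a change of RNA bound near PSD95 or across the neuron with depolarization was not tested apart from them.

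The fold changes of abundant transcripts repeated poorly between replicates. For depolarization in the inputs, transcripts with whole-number counts had a mean r of 0.555 between replicates, against 0.14 ± 0.026 (SD over 100 draws) for others matched on count and length, so the splitting of reads among overlapping transcript models is a candidate explanation there. For PSD95 over Pan at rest the same values were 0.129 against 0.064 ± 0.029 in pulldowns and -0.002 against -0.018 ± 0.028 in inputs. Neither exceeded the highest draw (0.141 and 0.043), so split reads are argued against as the main account at rest. After depolarization they were 0.164 against 0.005 ± 0.023 in pulldowns and 0.101 against 0.028 ± 0.022 in inputs. Both exceeded the highest draw (0.06 and 0.083), so split reads stay a candidate there, although agreement was low in whole-number transcripts too. Low counts alone are argued against for depolarization in the inputs, because transcripts with split reads and a mean count of at least 1000 reached 0.256, while whole-number ones with a mean count of 200 to 500 reached 0.526.

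At the study's t-statistic threshold, 6281 transcripts were counted as enriched at rest and 8262 after depolarization, with every transcript model counted rather than 1 per gene. Both are higher than the values quoted from the study above.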
